A study of Caenorhabditis elegans with 28 samples. Its data were reported in "Dynamics of miRNA accumulation during C. elegans larval development" (2024).

How the data were processed

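Poly(A)-selected mRNA was sequenced from 28 libraries of synchronized *Caenorhabditis elegans* larvae: 14 of the wild-type strain N2 and 14 of *ebax-1(tm2321)*, a deletion mutant. Animals were hatched without food, plated on food as L1 larvae and sampled hourly from 18 h to 31 h after plating, with 1 library per genotype and hour. EBAX-1 (ZSWIM8 in mammals) is a substrate adapter of a Cullin-RING ubiquitin ligase that acts in target-directed microRNA degradation. Genotype and hour were taken from the sample labels alone.

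The authors aligned the reads to genome build ce10 with HISAT2 (named in the submitters' processing notes, version not given in the sources used here) through the QuasR package, and counted them per gene over WS220 exons using only the strand that the stranded kit reports. The deposited counts are raw read counts per gene with no normalization, and all tests below started from them. The authors also deposited log2 values, made by scaling each library to the mean library total and adding a pseudocount of 8. Recomputing these from the counts gave values that differed by at most 0.0005, and the log2 values entered no count test. How the counting treated reads that fit several near-identical genes was not given in the sources used here, so values of close family members (the *clec*, *cyp*, *spp*, *nlp* and collagen genes among them) are uncertain where copies share sequence. Strand-specific counting separates antisense partners but not genes that overlap on the same strand.

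The counts table held 20392 genes, identified by WormBase gene IDs. A table of gene names matched 19182 of them and the WBcel235 annotation 19870. Coordinates are those of WBcel235, not of the build used for counting. No count in any library was found for 1231 genes. Library totals ran from 5120921 to 9604238 counts in wild type and from 5701773 to 9304062 in the mutant, so that a gene at 1 count-per-million (CPM) rested on about 5 to 10 reads. The 10 most abundant genes took 5.08% to 5.71% of the counts in wild-type libraries and 4.94% to 5.37% in mutant libraries. No pair of libraries was identical (0 pairs).

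Tests used R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F tests, TMM scaling, filterByExpr for low counts, Benjamini-Hochberg adjustment at 0.01). For rhythm, each genotype was fitted separately with a cosine and a sine of period 7 h and a linear term. A gene was called oscillating at an adjusted p under 0.01 and an amplitude (mid-line to peak) of at least 0.5 log2, and gradual at an adjusted p under 0.01 for the linear term and a fitted change of at least 1 log2 over the sampled hours. Developmental timing was read from 4 sets of oscillating genes with peak phases spaced evenly over the cycle. The phases came from the fit of these wild-type libraries. Genes oscillating in wild type were used for timing, and genes oscillating in both genotypes for rhythm size. The differences between opposite sets gave each library a position in a plane, whose angle served as pseudotime and whose distance from the origin as rhythm size. Because an angle repeats every cycle, the mutant was placed on the cycle nearest to a 3 h delay, and the direction of the shift was examined separately by correlating mutant libraries with wild-type libraries interpolated at lags from -5 to 7 h.

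For the genotype comparison, wild-type libraries of 18 to 28 h were matched with mutant libraries sampled 3 h later (11 and 11 libraries), following the study's design, and fitted with a cubic B-spline of 6 components, genotype and their interaction (14 parameters, 8 residual degrees of freedom). The test of any difference used 7 degrees of freedom. The test of a mean difference averaged the genotype contrast of log2 levels over the 11 hours and gave a log2 difference (mutant minus wild type) with a standard error (SE). This average weights troughs and peaks alike, so for rhythmic genes it can exceed the difference of mean CPM. The same test was run at the same hour with all 28 libraries. Gene lists were tested with camera (edgeR, preset correlation 0.01, Benjamini-Hochberg 0.05 over 29 lists), again with an estimated correlation, and with fry. Fisher's exact test compared called genes within 1 Mb of *ebax-1* with the rest. Permutation tests used 100000 resamples or all sign flips and were two-sided.

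Each hour held a single library per genotype, and each genotype a single time course. The p-values therefore measure the scatter of hourly libraries around smooth curves, and cannot separate genotype from anything else that differed between the 2 cultures. Consecutive hours of a culture are not independent replicates.

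The tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined, apart from 6 alternatives chosen afterwards (without the first 3 pairs, without the last 3 pairs, genes oscillating in neither genotype, rhythm size in matched windows only, and the same hour with 18 to 28 h or 21 to 31 h of both genotypes). Genes named are *ebax-1*; the 10 largest increases and 10 largest decreases past the threshold with an average of at least 1 log2 CPM and the same sign in at least 10 of 11 matched pairs; the 5 smallest p among genes with any difference but no mean difference; the 10 largest wild-type amplitudes among genes averaging at least 4 log2 CPM; the oscillator and heterochronic lists; the 5 largest gradual rises and falls per genotype among genes averaging at least 1 log2 CPM there; and up to 4 members per list with the smallest p.

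Alternatives covered DESeq2 1.42.0 and its size factors, limma 3.58.1 on log2 values plus 8, total-count scaling, other filters, shifts of 2 h and 4 h, a spline of pseudotime, 4 spline components, matched pairs as a block, other periods, pseudocounts and thresholds, and leaving out each hour. On simulated counts (13816 genes tested, 50 changed per size), the mean difference test recovered 52%, 80%, 90% and 96% of genes changed 1.25-, 1.5-, 2- and 4-fold, with 3 unchanged genes called. The any difference test recovered 6%, 66%, 78% and 96%, with 4 unchanged genes called. For wild-type rhythm (13677 genes), amplitudes of 0.5, 1, 2 and 3 log2 were recovered in 36%, 90%, 100% and 100% of 50 genes each, and a simulated delay of 3 h came back as 2.99 h. The simulated counts were drawn independently around smooth curves or exact 7 h rhythms. They held no mismatch of stage and no difference between cultures, so they do not show the rate of false calls where those limits apply. Predicted microRNA targets were not analysed here, nor was a list of mitochondrially encoded genes.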

Results

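mRNA levels were followed hourly in synchronized *C. elegans* larvae of the wild-type strain N2 and of *ebax-1(tm2321)*, which carries a deletion in the gene for the EBAX-1 ubiquitin ligase adapter. Each genotype had 14 libraries, 1 per hour from 18 h to 31 h after plating on food. Library totals were similar between the groups, from 5120921 to 9604238 counts in wild type and from 5701773 to 9304062 in the mutant. Each genotype was a single time course, so errors below describe the scatter between hours.

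*ebax-1* mRNA was examined first, because it checks the labels. *ebax-1* (WBGene00004140; WBcel235 chromosome IV, 10286955 to 10293013, plus strand, protein coding) averaged 79.9 ± 36.1 CPM in wild type (SD, n = 14, range 33.7 to 136) and 29.4 ± 9.84 CPM in the mutant (SD, n = 14, range 17.9 to 48.4). At matched developmental time the mutant level was lower in 11 of 11 pairs, by a log2 difference of -1.29 (SE 0.091, edgeR adjusted p = 6.26e-07). *ebax-1* itself was rhythmic in both genotypes, with amplitudes of 0.88 log2 in wild type and 0.54 log2 in the mutant. Without allowing for the delay, the mutant library exceeded the wild-type library of the same hour at 18 h (46.6 against 33.7 CPM), 24 h (48.4 against 44 CPM) and 25 h (40.1 against 33.8 CPM). Reads from outside the deleted part still count toward the gene, so this level checks the labels only in part.

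**Figure D1:**
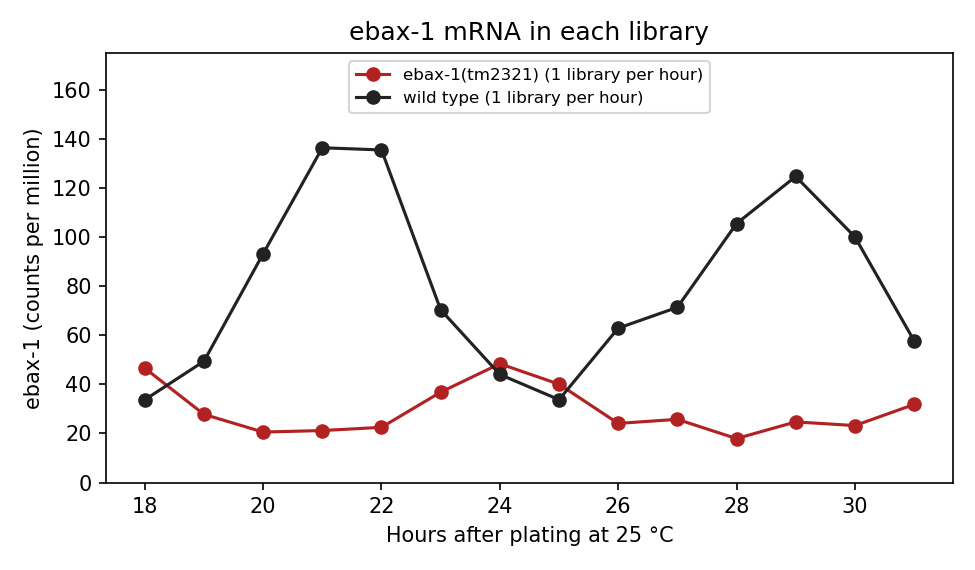
*ebax-1* mRNA in counts-per-million (y axis) against hours after plating (x axis), with 1 point per library and lines joining each genotype. Wild type swings between 33.7 and 136 CPM, while the mutant stays between 17.9 and 48.4 CPM.

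Which genes oscillate or change gradually was asked in each genotype with the same model. In wild type, 2738 of 14016 genes tested (19.5%) oscillated with the 7 h period, and in the mutant 2415 of 13164 (18.3%). Cuticle collagens, the structural proteins of the worm's exoskeleton, mostly oscillated, with 107 of 122 tested in wild type and 107 of 120 in the mutant. Molting factors and enzymes did so in 20 of 21 cases in both genotypes. Of 12973 genes tested in both, 2038 oscillated in both, where 482 would be shared by independent lists of these sizes.

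The 10 largest wild-type amplitudes belonged to *rol-1*, *col-63*, *col-175*, E01G4.6, *col-120*, *dao-4*, Y71G12B.18, C04G6.2, *col-49* and *mam-2*. All 10 were highest at 31 h in wild type, a stage that the mutant libraries, which ran about 3 h late, did not reach. At that hour *rol-1* stood at 2968 CPM, *col-63* at 2884 CPM, E01G4.6 at 4217 CPM and *col-175* at 2058 CPM. At matched stages (wild-type 18 to 28 h against mutant 21 to 31 h) the highest levels were 3.79 and 5.74 CPM for *rol-1*, 0.193 and 0.404 CPM for *col-63*, 37.1 and 21.4 CPM for E01G4.6, and 1.70 and 7.83 CPM for *col-175*. *mam-2* reached 85.5 and 53.4 CPM in these windows. Several of these genes had no counts in some libraries, so levels are given here instead of fitted folds. In wild type at 18 to 28 h, *col-120* and Y71G12B.18 reached at most 1.53 and 0.127 CPM. For these 2 genes, *col-63* and *col-175*, the fitted 7 h amplitude rests mainly on a late rise. Such amplitudes are no evidence of a repeated cycle. *dao-4* reached at most 2.49 CPM in wild type at 18 to 28 h against 399 CPM at 31 h, and *col-49* 10.2 against 1586 CPM. For these, *rol-1* and E01G4.6, the size of the wild-type amplitude also rests largely on the late rise.

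Among transcription factors linked to the larval oscillator, 6 of 9 oscillated in wild type and 7 of 9 in the mutant. *bed-3* had an amplitude of 2.45 log2 in wild type and 1.74 in the mutant, *grh-1* 1.94 and 1.31, *myrf-1* 0.97 and 0.71, *nhr-23* 1.12 and 1.02, and *elt-3* 0.74 and 0.75. *nhr-25* (0.75 and 0.64) was called in the mutant alone, and *blmp-1* (0.46 and 0.40) and *nhr-85* (0.62 and 0.33) in neither. Of the 15 heterochronic genes, which set the order of larval stages, 4 oscillated in each genotype. The period homolog *lin-42* had amplitudes of 1.90 log2 in wild type and 1.48 in the mutant. *lin-41*, a target of the microRNA *let-7*, changed by -3.30 log2 over the sampled hours in wild type and by -3.42 log2 in the mutant, and *lin-14*, a target of the microRNA *lin-4*, by -0.94 and -1.18 log2 (edgeR adjusted p = 1.96e-05 and 1.47e-06). In wild type, the *lin-14* change lay under the minimum size of 1 log2 for a gradual gene.

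Gradual changes were common among genes of the germ line. In wild type, 2950 genes changed gradually (2089 rising and 861 falling) and in the mutant 1684 (1094 rising and 590 falling). All 1224 genes gradual in both moved in the same direction. Of the spermatogenesis list, 56 of 57 members tested rose in wild type and 12 of 14 in the mutant. Of 29 germline genes, 20 rose in wild type and 22 in the mutant, and of 14 oogenesis and yolk genes, 12 and 11 rose. Small interfering RNA Argonautes rose in 11 and 8 of 21 cases. Of 20 neuron markers, 13 fell in wild type and 11 in the mutant. The largest wild-type rises were *col-63*, WBGene00000686, *col-175*, *msp-33* (a major sperm protein gene) and *ttr-14*, and the largest falls *tba-8*, T19C3.3, *oac-29*, *nhr-74* and *srlf-34*. These rises came late: at 18 to 28 h the 5 genes reached at most 0.193, 10.5, 1.70, 7.64 and 0.159 CPM in wild type. At 31 h they stood at 2884, 2222, 2058, 74.7 and 300 CPM. The linear term does not separate such a late rise from a steady one. The largest mutant rises were Y113G7C.1, W02B12.12, *nsph-3.2*, F58D2.2 and *spch-3*, and the largest falls K05B2.4, *cest-1.1*, *lin-41*, Y51B9A.6 and F17B5.6. The hours sampled cover a later stretch of development in wild type than in the mutant, so the 2 genotypes' counts of gradual genes describe different windows.

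Developmental timing was compared to learn whether the genotypes progressed in step. The oscillating genes peaked later in the mutant, and pseudotime placed the mutant 2.90 ± 0.26 h behind wild type (SD, n = 14 hours, range 2.50 to 3.30 h). Among the 2038 genes oscillating in both, the peak came a median of 2.81 h later (quartiles 2.68 and 2.93 h). For *lin-42* the lag was 2.64 h and for *ebax-1* itself 2.78 h. The mutant was behind at 14 of 14 hours (two-sided sign-flip permutation test, p = 0.000122, the smallest that 16384 flips can give). That test inherits the choice of the cycle nearest to 3 h. Over all abundant genes, mutant libraries correlated best with wild type at a lag of 2.9 h (mean r across genes 0.783), against -0.526 at a lag of 0 and 0.549 at -4.4 h, the peak of the neighbouring cycle.

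The delay did not detectably change with time. Its slope over the 14 hours was 0.0027 h per h (SE 0.018, two-sided permutation p = 0.879), and a cycle took 7.36 h in wild type and 7.38 h in the mutant.

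**Figure D2:**
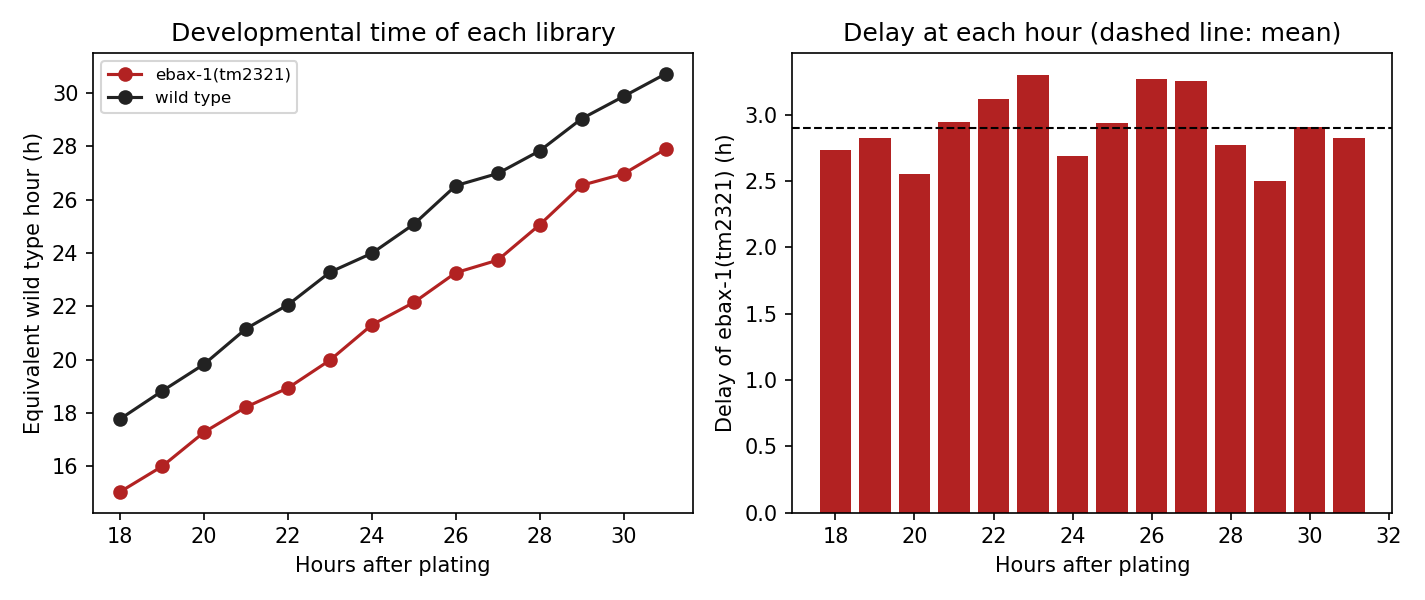
Left, developmental time of each library as the equivalent wild-type hour (y axis, h) against hours after plating (x axis). Right, the delay of the mutant at each hour (bars, h), which runs from 2.50 to 3.30 h around a mean of 2.90 h (dashed line).

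Rhythm size was compared over genes that oscillated in both genotypes. The rhythm was smaller in the mutant: 1828 of these 2038 genes (89.7%) had a smaller amplitude, with a median ratio of 0.749. Over all members tested in each genotype, oscillating or not, collagens had a median amplitude of 2.59 log2 in wild type (122 genes) and 1.78 in the mutant (120 genes). Molting genes had 2.33 and 1.60 (21 genes each). In the pseudotime plane, libraries lay 2.59 ± 0.23 log2 from the origin in wild type and 2.05 ± 0.21 in the mutant (SD, n = 14 each), a ratio of 0.789 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). The sets used wild-type phases, which can favour wild type. With genes and phases taken from the mutant the ratio was 0.844 (two-sided permutation test, p = 0.00244). Wild type was sampled to a later stage than the mutant, so amplitudes were also fitted in matched windows only (wild-type 18 to 28 h and mutant 21 to 31 h), an alternative chosen after the data were seen. There, 1862 of 2004 genes had a smaller amplitude in the mutant, with a median ratio of 0.733, the 96 collagens among them had medians of 2.66 and 1.87 log2, and the ratio of distances was 0.761 (p = 0.00395). Libraries of consecutive hours come from the same culture, so this test describes these 2 time courses.

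**Figure D3:**
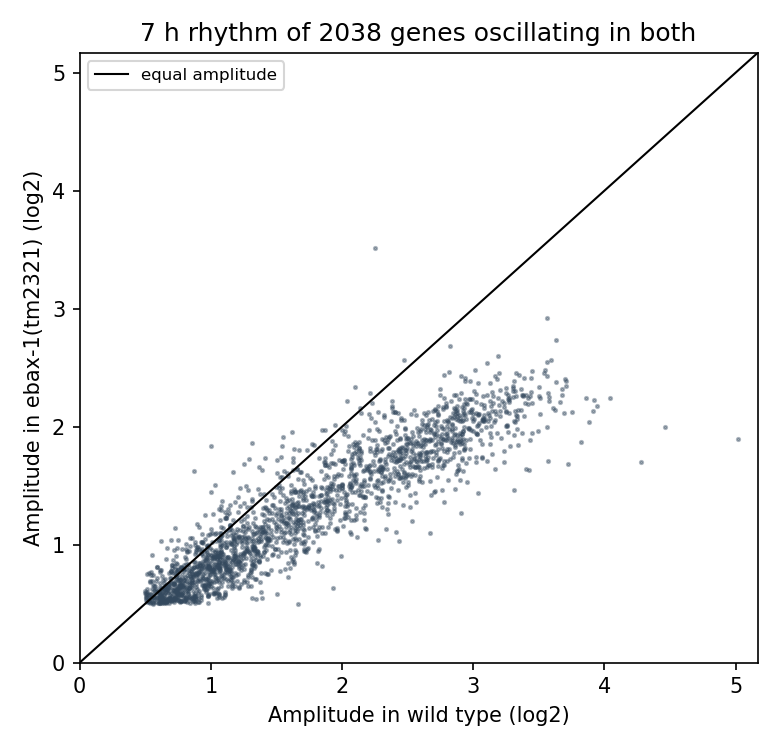
Amplitude of the 7 h rhythm in the mutant (y axis, log2) against wild type (x axis, log2), 1 point per gene for the 2038 genes oscillating in both. Most points (1828) lie under the line of equal amplitude.

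Gene expression at matched developmental time was compared to find differences beyond the delay. Cytochrome P450 genes (*cyp-35B2*, *cyp-13A5* and *cyp-37B1*), C-type lectins (*clec-60* and *clec-61*) and lipid-binding proteins (*far-3* and *lbp-8*) were among the genes with the largest increases in the mutant. In order of size these were *clec-61* (WBGene00014047, log2 difference 4.0, SE 0.34), Y57G11A.2 (WBGene00013290, 3.86, SE 0.39), *cyp-35B2* (WBGene00019471, 3.64, SE 0.30), *cyp-13A5* (WBGene00011672, 3.20, SE 0.17) and *far-3* (WBGene00001387, 3.09, SE 0.17). They were followed by F09C8.1 (3.01, SE 0.10), *cyp-37B1* (2.93, SE 0.28), *lbp-8* (2.89, SE 0.15), *clec-60* (2.69, SE 0.17) and T26E4.4 (2.65, SE 0.27). All 10 were higher in 11 of 11 pairs and kept their call in 22 of 22 alternatives, but the sizes and their order depend on the method. limma on log2 values plus 8, which shrinks low levels, gave 1.91 for *clec-61*, 0.94 for Y57G11A.2, 1.34 for *cyp-35B2*, 1.86 for *far-3*, 1.42 for *cyp-37B1*, 1.99 for *lbp-8* and 1.09 for T26E4.4, and leaving out the pair at wild-type 18 h gave 2.50 for *cyp-35B2*. F09C8.1 rose 8.03-fold, from a mean of 2.93 to 24.3 CPM (edgeR adjusted p = 1.22e-09), and *cyp-13A5* from 3.53 to 27.1 CPM. For genes that fall close to 0 at their troughs the fitted fold exceeds the ratio of means, as in Y57G11A.2 (3.40 to 6.52 CPM) and T26E4.4 (2.27 to 5.44 CPM). The fitted 12.5-fold of *cyp-35B2* also exceeds it (0.579 to 3.21 CPM). Other wild-type means were near the floor too: *clec-61* went from 0.321 to 4.31 CPM and *cyp-37B1* from 0.635 to 3.32 CPM. *far-3* went from 0.675 to 5.55 CPM and *lbp-8* from 0.867 to 6.71 CPM.

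The largest decreases were F48G7.5 (WBGene00018616, log2 difference -2.61, SE 0.22), *pes-8* (WBGene00003981, -2.15, SE 0.48), Y39G8B.10 (-1.70, SE 0.25), *oac-32* (-1.68, SE 0.12) and C17E7.13 (-1.68, SE 0.25). Next came K09C6.9 (-1.63, SE 0.14), T25C12.3 (WBGene00012018, -1.56, SE 0.029), F09E5.14 (-1.44, SE 0.23), K08D12.4 (-1.41, SE 0.35) and *irg-5* (WBGene00009429, -1.40, SE 0.033), an infection response gene. F09E5.14 and K08D12.4 were lower in 10 of 11 pairs and the other 8 in 11 of 11. With limma on log2 values plus 8, F48G7.5 stood at -1.92, *pes-8* at -0.82, Y39G8B.10 at -1.02, C17E7.13 at -0.96 and K08D12.4 at -0.81. T25C12.3 went from 780 to 264 CPM (edgeR adjusted p = 3.89e-12) and *irg-5* from 115 to 43.2 CPM. K08D12.4 and *pes-8*, at 2.78 and 3.46 CPM in wild type, passed narrowly (edgeR adjusted p = 0.00903 and 0.0045) and lost the call in 11 and 5 of their 22 alternatives.

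**Figure D4:**
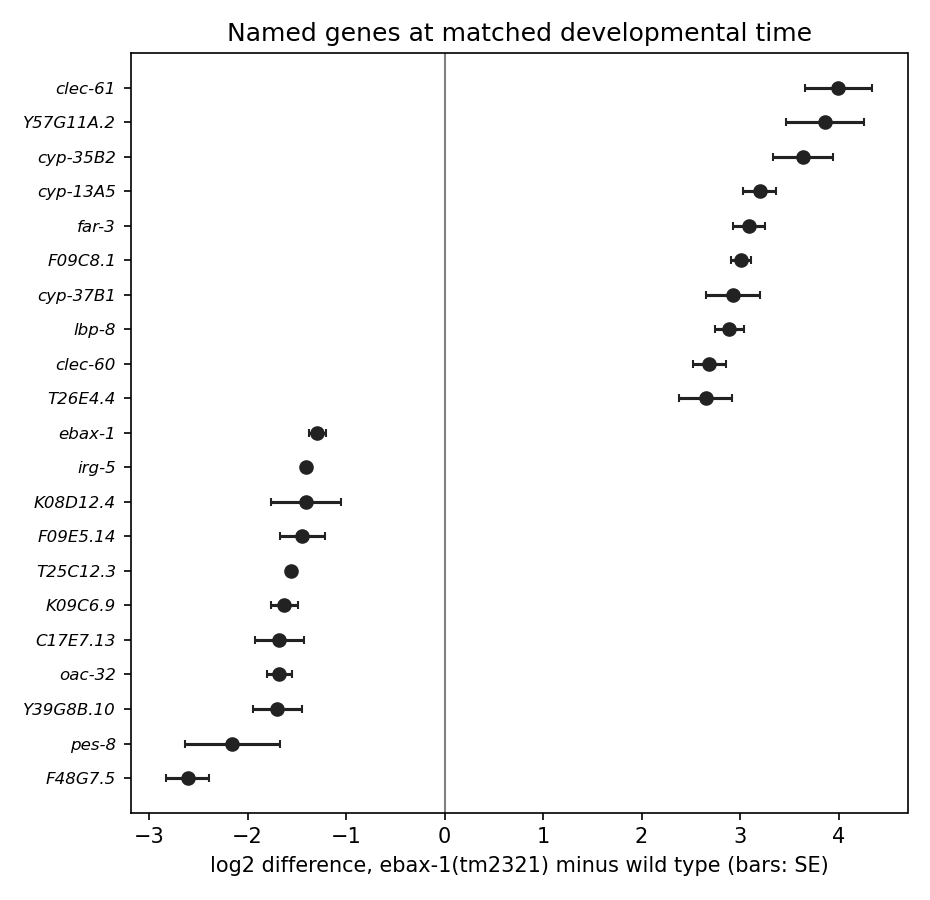
Log2 difference at matched developmental time, mutant minus wild type (x axis, bars are SE), for *ebax-1* and the 10 largest increases and decreases (y axis). Increases reach 4.0 (*clec-61*) and decreases -2.61 (F48G7.5).

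In all, 2648 of 14022 genes (18.9%) had a mean difference, 1364 higher and 1284 lower in the mutant (edgeR, 11 pairs, adjusted p under 0.01). Most differences were small, with a median size of 0.31 log2, and those of at least 2-fold were mostly increases (292 higher, 30 lower). This fold averages log2 levels, which a shallower trough in the mutant can raise. Of 545 called genes oscillating in both genotypes, counted after the data were seen, 470 were higher. Their median difference of mean log2 levels was 0.73, against a median log2 ratio of mean CPM of 0.30. Scaling by total counts alone raised the share of higher calls from 51.5% to 68.5%, and limma on log2 values gave 71.2%, so the balance of small increases and decreases depends on scaling. In 2 alternatives chosen after the data were seen, the count was 1580 without the first 3 pairs, and genes oscillating in neither genotype gave 1850 calls, 703 higher and 1147 lower. The test of any difference called 813 genes (5.80%), 793 of them also with a mean difference. That count fell to 298, 444, 343, 315 and 347 when the pair at wild-type 21, 22, 23, 24 or 25 h was left out. The other 20 genes were led by *asp-14*, ZC204.12, *dhs-28*, *ttr-44* and *ugt-6* (edgeR adjusted p for any difference 0.00144, 0.00157, 0.00183, 0.00194 and 0.00347), whose mean log2 differences were 0.02, 0.01, -0.01, -0.10 and -0.01. No gene passed the genotype-by-time interaction (0 by edgeR, lowest adjusted p = 0.0127, and 0 by limma), while 1329 genes (9.48%) had an unadjusted edgeR p under 0.05.

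Gene lists fixed in advance were then examined. Antimicrobial and epidermal response genes were higher, with 29 of 53 members higher and 5 lower (30 and 5 adjusted over the list alone), a median log2 difference of 0.34 and camera adjusted p = 1.07e-06 (adjusted p = 0.118 with an estimated correlation). Among them, the lysozymes *lys-7* (2.03) and *lys-8* (0.51) and the saposin-like *spp-2* (1.31) rose in 11 of 11 pairs, while *irg-5* fell. Insulin signalling outputs had 6 of 17 members higher and 1 lower (9 and 1 adjusted over the list alone; camera adjusted p = 0.0254, and adjusted p = 0.178 with an estimated correlation), with *mtl-1*, a metallothionein, at 1.43, *dod-22* at 1.41, *sip-1* at 0.88 and *dod-17* at -0.72. Cuticle collagens had 35 of 128 members higher and 0 lower (38 and 0 adjusted over the list alone; median 0.48, camera adjusted p = 6.31e-05, and adjusted p = 0.265 with an estimated correlation), with *col-131* at 0.97, *dpy-8* at 0.85, *col-128* at 0.85 and *dpy-3* at 0.71. Molting factors and enzymes had 9 of 21 higher and 0 lower (the same adjusted over the list alone; median 0.49, camera adjusted p = 0.000156, and adjusted p = 0.178 with an estimated correlation), with *nas-38* at 0.84, *lpr-3* at 0.76, *mlt-11* at 0.67 and *nas-37* at 0.63. In the 44 called collagen and molting genes, where the median difference of mean log2 levels was 0.72, the median log2 ratio of arithmetic mean CPM was only 0.22.

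Lists of protein synthesis, protein folding and muscle held mostly lower members among those called. Ribosomal protein genes had 51 of 79 members lower and 2 higher (57 and 3 adjusted over the list alone), with a median of -0.13 (camera adjusted p = 3.49e-17, and adjusted p = 0.265 with an estimated correlation) that was -0.08 with scaling by total counts alone. *rla-1* (-0.20), *rps-9* (-0.20), *rpl-11.2* (-0.18) and *rpl-3* (-0.13) were each lower in 11 of 11 pairs. Body wall muscle markers had 10 of 14 lower and 0 higher (the same adjusted over the list alone; median -0.18, camera adjusted p = 2.55e-08, and adjusted p = 0.118 with an estimated correlation), led by the myosin heavy chain *unc-54* (-0.41), *pat-10* (-0.30), *dim-1* (-0.26) and *unc-15* (-0.22). Proteasome subunits had 6 of 33 lower and 0 higher (9 and 0 adjusted over the list alone; median -0.08, or -0.03 with scaling by total counts alone; camera adjusted p = 1.02e-06, and adjusted p = 0.265 with an estimated correlation), *pbs-4* (-0.14) and *rpn-13* (-0.12) among them. Cytosolic heat shock genes had 8 of 15 lower and 0 higher (the same adjusted over the list alone; camera adjusted p = 0.000459, and adjusted p = 0.0958 with an estimated correlation), with *hsp-16.41* at -1.11, *hsp-16.2* at -0.80, *sti-1* at -0.20 and *hsp-90* at -0.19. Chaperones of the endoplasmic reticulum and mitochondria had 4 of 14 lower and 0 higher (the same adjusted over the list alone; camera adjusted p = 0.0202, adjusted p = 0.460 with an estimated correlation and 0.116 at a 4 h shift), namely *hsp-4* (-0.34), *hsp-60* (-0.26), *hsp-6* (-0.24) and *cnx-1* (-0.17).

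None of these 9 list calls held when camera estimated the correlation between members (0 of 29 lists, 5 at an unadjusted p under 0.05). With the matched pair as a replicate block, the antimicrobial and epidermal list alone was called that way (adjusted p = 0.000681). The fry test passed 0.05 for all 9 lists (fry adjusted p from 3.61e-06 to 0.00924). It also passed lists that camera did not call, such as detoxification (fry adjusted p = 6.68e-05) and Slit-Robo genes (0.000991). The p of each single member does not depend on the correlation between members. Correlated members tend to pass the threshold together, so a count of called members per list carries the same limit.

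**Figure D5:**
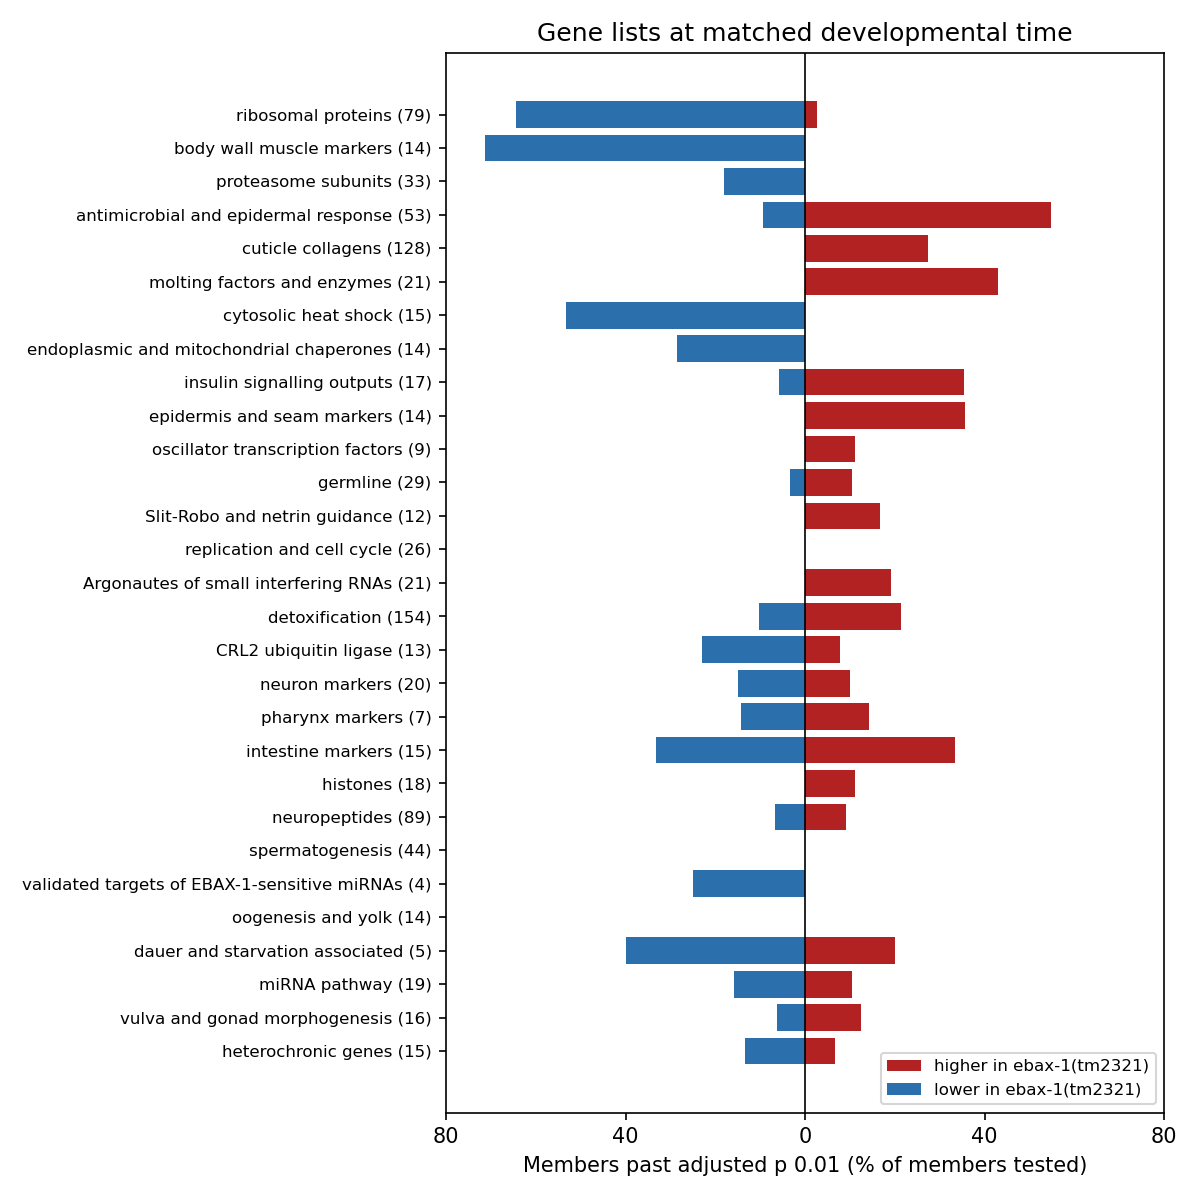
Share of each list's tested members (x axis, %) past the threshold at matched developmental time, higher to the right and lower to the left, with the number of members tested in brackets (y axis). Ribosomal proteins (51 of 79) and muscle markers (10 of 14) lie to the left, antimicrobial genes (29 of 53) mostly to the right.

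The other lists were not called by camera at the 3 h shift. At a 4 h shift germline genes were called higher (camera adjusted p = 2.84e-05, and adjusted p = 0.252 with an estimated correlation), as were small interfering RNA Argonautes (0.0047 and 0.274), and neuron markers lower (0.0040 and 0.203), and at a 2 h shift Slit-Robo genes were called higher (0.0439 and 0.218). Detoxification genes went both ways, with 33 of 154 higher and 16 lower (37 and 19 adjusted over the list alone), including *cyp-32A1* (1.57) and *ugt-44* (0.70) among the higher and *ugt-16* (-0.41) among the lower. Neuropeptides had 8 of 89 higher and 6 lower (8 and 6 over the list alone), with *nlp-34* at 2.18, *nlp-31* at 0.94 and *nlp-36* at -0.34. Intestine markers had 5 of 15 higher and 5 lower (5 and 6), with the desaturase *fat-5* at 1.18, the protease *cpr-1* at 0.90, *ges-1* at 0.52 and *ifb-2* at -0.39. Epidermis and seam markers had 5 of 14 higher and 0 lower (5 and 0), among them *wrt-2* (1.14) and *dpy-7* (0.62). The oscillator transcription factors had 1 of 9 higher (*bed-3*, 0.59) and 0 lower (1 and 0). Mean CPM differed less than these mean log2 levels. It was 94.8 in wild type and 132 in the mutant for *wrt-2*, 206 and 239 for *dpy-7*, and 44.3 and 50.2 for *bed-3*. The highest *bed-3* level at matched stages was lower in the mutant (142 CPM) than in wild type (187 CPM).

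Genes tied to EBAX-1 and to microRNAs were examined one by one, where 18.9% of all genes tested passed. The list of known targets of EBAX-1-sensitive microRNAs had 4 members tested, of which *nhl-2* was lower (-0.14, SE 0.033, 10 of 11 pairs) and *tir-1* (0.11), *alg-1* (-0.02) and *nhr-91* (0.00) did not pass (0 and 1 over the list alone). miRNA pathway genes had 2 of 19 higher and 3 lower (2 and 3), with *cgh-1* at 0.17, *alg-2* at -0.19 and *pab-1* at -0.08. Heterochronic genes had 1 of 15 higher and 2 lower (2 and 2), namely *hbl-1* (0.31), *dre-1* (-0.19) and *nhl-2*. The axon guidance genes of the Slit-Robo and netrin pathways had 2 of 12 higher and 0 lower (3 and 0), *sax-3* (0.26) and *unc-40* (0.22) in 11 of 11 pairs each. Cullin ligase components had 1 of 13 higher and 3 lower (1 and 3), *ebax-1* being 1 of the 3, with *fem-1* (-0.16), *ubc-12* (-0.16) and *zif-1* (0.25). Small interfering RNA Argonautes had 4 of 21 higher and 0 lower (4 and 0), led by *sago-1* (0.45) and *ppw-1* (0.34). The calls of *nhl-2*, *zif-1* and *dre-1* were each lost in at least 11 of 22 alternatives.

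For the remaining lists, germline genes had 3 of 29 higher and 1 lower (1 and 1 over the list alone; *cgh-1* 0.17, *prg-1* -0.18), neuron markers 2 of 20 and 3 (2 and 3; *snb-1* 0.18, *egl-21* -0.18), and vulva and gonad genes 2 of 16 and 1 (2 and 1; *fos-1* 0.17, *cog-1* -0.35). The call of *cog-1* was lost in 14 of 22 alternatives. Histones had 2 of 18 higher and 0 lower (1 and 0; *his-37* 0.20), pharynx markers 1 of 7 and 1 (1 and 1; *act-2* 0.11, *myo-2* -0.14), and dauer and starvation genes 1 of 5 and 2 (1 and 2; *acs-2* -0.92, *aqp-1* -0.24). Replication and cell cycle genes (26), spermatogenesis genes (44) and oogenesis genes (14) had 0 members called by edgeR, in either count, and 0 by DESeq2. At an unadjusted edgeR p under 0.05 they had 8, 1 and 2, and limma called 0, 1 and 0. The median, mean and camera direction differed in sign for intestine, neuropeptide, dauer, vulva and heterochronic lists.

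The genotypes were also compared at the same hour, without the 3 h shift. With all 28 libraries, the test of any difference called 8775 of 14552 genes (60.3%), against 5.80% at matched time with 22 libraries. With 22 libraries, an alternative chosen after the data were seen, it called 6335 of 13774 (46.0%) at 18 to 28 h and 7513 of 14443 (52.0%) at 21 to 31 h. With all libraries, genes with a mean difference numbered 4047, 2071 higher and 1976 lower, and 2017 were called both ways, 2006 of them in the same direction. *ebax-1* was lower here too. With the hour as a replicate block, 1679 genes were called (436 higher, 1243 lower).

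Whether called genes cluster near *ebax-1* was tested because background mutations linked to an allele would lie close to it. Within 1 Mb of the gene, 72 of 392 genes (18.4%) had a mean difference, against 19.1% of all others (odds ratio 0.956, 95% interval 0.727 to 1.24, Fisher's exact test, two-sided p = 0.794). On chromosome IV as a whole the odds ratio was 1.0 (p = 0.977). No clustering was detected.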

Values the study reported

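Using pseudotime from these mRNA libraries, the authors estimated that development of *ebax-1(tm2321)* larvae ran 3 h late, at roughly the pace of wild type. In a separate luciferase assay, however, they found every larval stage to last longer in the mutant, and described the genotypes as differing in tempo. For their test of small RNAs from this experiment, wild type at 18 to 28 h was set against the mutant at 21 to 31 h. More than 3700 genes were described as oscillating at the mRNA level during larval development, a number taken from earlier work.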

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

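The comparison with a normal spread of stages and the windows of about a cycle were chosen after the result was seen, and the other tests in this part before. The smaller rhythm in *ebax-1(tm2321)* was taken up here because rhythm size differed between the groups by a direct test, as did the delay and the mean levels. No single gene passed the genotype-by-time interaction at matched time (0 by edgeR, lowest adjusted p = 0.0127). The ratio of rhythm size, mutant over wild type, was 0.789. Thinning each library to 5000000 counts left the ratio at 0.793, which argues against depth as the source. A wider spread of developmental stage among the mutant animals is 1 possible source. Averaging over animals out of step flattens sharp peaks more than smooth ones, which lowers the second harmonic more than the first. On the linear scale the mutant kept 0.777 of the first harmonic and 0.490 of the second, a difference of -0.288 that stayed below 0 in 11 of 11 estimates that each left out a pair (-0.306 to -0.185). A normal spread would leave 0.365 of the second harmonic, less than the 0.490 seen (0.468 to 0.565 with a pair left out), but the shape of the spread was not measured. A smaller log2 amplitude within each animal would also lower the second harmonic more than the first on the linear scale. The harmonics therefore cannot tell a wider spread of stage from a weaker rhythm within each animal, and both stay open.

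The higher mean log2 level of cuticle collagens and molting genes may partly reflect the same flatter rhythm, since a shallower trough raises the mean of log2 values. Over the 44 called genes the median log2 ratio of arithmetic means was 0.216 (quartiles 0.16 and 0.29), against a median difference of mean log2 levels of 0.722, and this lay between the bounds set in advance for the 2 explanations. By that test a flatter rhythm and a higher level cannot be told apart for these 44 genes. The genes were picked as different in the same libraries, which can raise their ratio. In windows of about a cycle, the 149 collagen and molting genes tested gave ratios of 0.04 (wild-type 18 to 24 h) and 0.09 (22 to 28 h). The median differences of mean log2 levels over the 11 pairs were 0.48 for the collagen list and 0.49 for the molting list.

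The mean differences at matched time might also come from imperfect matching or from the cultures. Of the genes called, 99.85% kept their direction at both a 2 h and a 4 h shift (2643 of 2647), which argues against remaining developmental time as their source, though only 1894 were called at all 3 shifts. A difference between the cultures other than the allele cannot be told apart from genotype, because there was only 1 library per genotype and hour and 1 culture per genotype. An effect of the allele stays open.

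Swapping genotype labels within pairs tested whether chance could give as many calls. For the mean difference, 1 of 40 labelings (the real one) reached 2648 genes and the highest other gave 450. For any difference it was 1 of 40, with 813 against 258, and for the same hour 1 of 36, with 4047 against 420. Unrelated scatter of single libraries thus did not give such counts in the labelings drawn. Any lasting difference between the 2 cultures, from the allele or by chance, would give the same outcome, so the swaps cannot tell these apart. For gene lists, 2 of 30 labelings reached 9 calls, the highest other being 9 and the median of the others 5, so chance was not excluded for the number of lists called.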

How the results depend on the processing

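The alternatives without the first 3 and without the last 3 pairs, with non-oscillating genes only, with rhythm size in matched windows only, and with 11 hours of both genotypes at the same hour, were chosen after the data were seen. *ebax-1* stayed lower in all 23 alternatives (-1.40 to -1.18, largest adjusted p 4.13e-05), the delay stayed between 2.87 and 2.95 h and the rhythm ratio between 0.757 and 0.844. Where a count moved by over 1.5 times, the cause was not tested unless the setting itself is stricter or looser. Genes with any difference numbered 1745 with DESeq2, 367 with limma, 3322 and 2701 at shifts of 2 h and 4 h, 1605 with the pseudotime spline and 1874 at a threshold of 0.05, and 298 to 801 when leaving out a pair. Genes with a mean difference numbered 1580 and 1915 without the first and the last 3 pairs, 4249 at 0.05 and 322 at 2-fold or more, and 1888 to 2510 when leaving out a pair. At the same hour the replicate block gave 1679. At an amplitude of at least 1, 1748 genes oscillated in wild type and 1381 in the mutant, and 1446 in the mutant at a period of 6.5 h. Gene list calls fell from 9 to 0 with an estimated correlation. Gradual genes stayed within 1.5 times, at 2496 to 3018 in wild type and 1167 to 1788 in the mutant. Odds ratios near *ebax-1* ran from 0.927 to 1.0.

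Of 2856 alternatives for 130 named genes, 2497 left the call as it was, 303 ended it, 55 added one and 1 turned the direction of a called gene: *syp-1* at a 2 h shift was -0.039 (adjusted p = 0.595). Some genes not called in either fit also changed sign, such as *spe-44* (0.15, lowest -0.29) and *tir-1* (0.11, lowest -0.044). The matched pairs share an estimated developmental time, not animals; as a replicate block they gave 2303 genes (1104 higher, 1199 lower). Predicted microRNA targets were not run. On simulated counts, 52% of the smallest changes were found by the mean difference test, so small differences not called may still exist.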

Other observations

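All tests in this part beyond the lists and settings fixed in advance were chosen after the result was seen. Among genes that oscillated in both genotypes, 545 also had a mean difference at matched time, and 470 of these were higher in the mutant. Their median difference of mean log2 levels was 0.73, while the median log2 ratio of their arithmetic means was 0.30.

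Over windows of about a cycle, the 149 collagen and molting genes tested had a median log2 ratio of arithmetic means of 0.04 (wild-type 18 to 24 h) and 0.09 (22 to 28 h), and the 44 called genes 0.14 and 0.17. These windows give no test of their own.

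The spermatogenesis list had 0 members called at matched time by edgeR and DESeq2 and 1 by limma, although 56 of 57 members rose with time in wild type, among them *msp-33*, which reached 74.7 CPM in wild type at 31 h, a stage the mutant libraries did not reach, and at most 7.64 CPM in wild type and 3.13 CPM in the mutant at matched stages. In the mutant, only 14 members passed the filter on low counts over all its hours.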
